A study of Rattus norvegicus with 28 samples. Its data were reported in "MicroRNA profiling identifies a novel compound with antidepressant properties" (2019).

How the data were processed

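Hippocampal RNA of 14 rats was hybridised to 1-colour Agilent rat gene expression arrays and, from the same rats per the labels, to 1-colour Agilent rat miRNA arrays, which gave 28 arrays in all. The 5 groups were sham-injured rats (Sham), rats with parasagittal fluid-percussion traumatic brain injury (TBI), and injured rats treated 1 h after injury with imipramine, Prozac (fluoxetine) or Zoloft (sertraline). Tissue was collected 24 h after injury. Sham had 2 arrays per assay and each of the other groups had 3. Groups and replicate numbers were taken from the sample titles.

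The deposited scanner files hold spot brightness as intensity on a linear scale. The authors scanned each slide and read it with Agilent Feature Extraction, which summarised the pixels of each spot, removed spatial trend and background, and wrote flags of another kind (0 or 1) per spot for being well above background, for being an outlier and for saturation, per the file headers. The deposited series table holds the authors' processed intensity values of the same arrays, also linear. Set against the scanner values, each column of the gene expression part was the mean spot brightness of a probe divided by 1 constant per array, with a floor at 0.01; at least 96.5% of the values of every array lay within 5% of that rule. Each injured rat's column of the miRNA part was a probe brightness divided by 1 constant per array with a floor at 0.1. Which spots entered that brightness is not stated: 85.1% of the 6928 values above the floor lay within 5% of the mean of the spots above background, and 54.3% within 5% of the mean of spots with no outlier flag. For the miRNA probes kept by the filter described below, 92.9% lay within 5% of the latter mean. The study's methods state that each array was scaled to its own 75th percentile over detected probes, that probes detected throughout a group were kept, and that a t-test was used at an unadjusted threshold with a fold change limit.

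From the scanner files, spots with an outlier flag and control spots were left out and the processed signals of a probe's remaining spots were averaged. A probe counted as above background on an array where over 0.5 of these spots were well above background. Each array was divided by the 75th percentile of its probes above background and log2 values were taken. Probes were kept when above background on every array of at least 1 group, which left 17322 of 30367 gene expression probes. No gene expression floor was set; 17251 of the kept probes had a log2 value on every array and entered the scores and correlations. For miRNA, scaled signals were set to a floor of 0.0604, the median over arrays of the lowest scaled signal above background, before log2, and 265 of 1806 probes (151 of 758 miRNAs) were kept.

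The miRNA scanner files of the 2 Sham rats held 0 and 1 probes above background, so that they could not be scaled as planned. All miRNA comparisons of the injured groups with each other were therefore made on the 12 scanner files of injured rats. All miRNA comparisons with Sham, and the miRNA injury-axis scores, were made on the authors' deposited series-table intensity values, on a log2 scale, over the same 265 probes; these lay above the floor in both Sham columns. This division was made after the files were examined. Normexp, the other percentiles, the lower floor, total signal per miRNA and the slide term were not run for the miRNA comparisons with Sham, because they need the scanner signals of Sham.

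Group differences were tested per probe with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, in 1 fit per assay, with Benjamini-Hochberg adjustment over the kept probes and a threshold of 0.05. Any difference among the 3 drugs was tested with limma's moderated F test. The injury-axis score projects each array's profile on the difference between TBI and Sham, with 0 at Sham and 1 at TBI and with different Sham arrays on the 2 sides of each product and TBI arrays scored against the other TBI arrays; drug scores were compared with TBI scores by a two-sided exact permutation test, which cannot give a p below 0.1 for 3 rats against 3. Similarity of drugs was the mean correlation across probes of 2 drugs' differences from TBI, with a different TBI array on each side, beside 100 simulated sets with no effect. Probes were drawn independently of each other in these sets. Gene lists were tested with limma's fry, with camera at a preset correlation of 0.01 and at an estimated correlation beside it. The 7 lists were 15 injury markers, 7 blood genes, 8 choroid plexus genes, 17 genes and 6 miRNAs that the study named, 3 blood miRNAs and 2 leukocyte miRNAs. Adjustment of list tests was over the lists of an assay within a comparison.

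Accessions in the scanner files were matched to symbols in the NCBI RefSeq rat gene table of assembly GRCr8 that was given: 18643 of the 30367 gene expression probes had a match, 11902 of them kept. Other probes were counted and not named. That table was used for names alone and no coordinates are given, because the scanner files were not matched to that build. The genes named were fixed by rule: for TBI vs. Sham up to 5 higher and 5 lower with the largest change, and for other comparisons up to 3, among probes past the threshold whose groups did not overlap and which were above background on every array of both groups; up to 3 more per TBI vs. Sham or drug vs. TBI comparison that were above background on every array of 1 group and none of the other; the 3 smallest p where none passed; and the members of the study's lists. The probe with the largest change stood for a gene, and for the study's lists the probe with the highest mean signal. A fold given as "at least" sets the bright group's mean against, per array of the other group, the higher of the probe's own signal and the lowest signal of any probe above background there.

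Each step was tested on simulated data with the spread of these arrays. With 200 changed gene expression probes among 17251, the TBI vs. Sham fit recovered 59% of changes of 1 and 90% of changes of 2 on the log2 scale, and the TBI+Imipramine vs. TBI fit 68% and 91%. With 40 changed miRNA probes among 265, the TBI vs. Sham fit recovered 85% and 100%, and the TBI+Imipramine vs. TBI fit on scanner values 15% and 90%. Unchanged probes called in the same 2 comparisons numbered 6 and 14 for gene expression and 3 and 0 for miRNA. A simulated group placed at 0 on the injury axis scored -0.103 for gene expression and -0.0419 for miRNA. A group placed at 0.5 scored 0.467 and 0.514. The number of arrays limits the precision.

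The alternatives were normexp background correction with an offset of 50, quantile normalization, no filter on dim probes, only probes above background on all arrays, the series-table values, the slide as a block, the replicate number as a block, the methods' t-test, other percentiles and a lower floor for miRNA, total signal per miRNA, camera, and leaving out each replicate in turn. The design, the lists, the rule for named genes and these alternatives were fixed before the data were examined. Normexp was run on median spot brightness, since no mean brightness column was used here. Outlier-flagged spots kept, a fit without the Sham arrays, the slide as a random block and a miRNA filter on the series-table floor were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9.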

Results

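Gene expression and miRNA were measured in the hippocampus of 14 rats 24 h after sham injury or fluid-percussion TBI. The 5 groups were Sham with 2 rats, and TBI, TBI+Imipramine, TBI+Prozac and TBI+Zoloft with 3 rats each, and each rat had 1 gene expression array and 1 miRNA array. The comparisons ask which transcripts injury changed, whether each antidepressant given 1 h after injury changed them, whether treated rats lay nearer Sham or TBI, and whether the 3 drugs acted alike. Log2 values below are relative to the 75th percentile of the probes above background on the same array, and means are given with their SD.

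Gene expression arrays had between 14676 and 18196 of 30367 probes above background. The 2 Sham arrays, with 16567 and 16412, lay within that range. The miRNA arrays of the 12 injured rats had between 187 and 406 of 1806 probes above background. The miRNA scanner files of the Sham rats had 0 and 1 such probes, and 9 and 11 detected miRNAs against 147 to 261 on the other arrays. The authors' series-table columns for the same 2 rats correlated at r = -0.16 and -0.091 with these files across the 265 kept probes, and at 0.90 to 0.99 with the files of injured rats; probes are not independent replicates. Columns of injured rats correlated with their own files at 0.97 or above. Comparisons of miRNA with Sham therefore used the series-table values. The TBI+Imipramine replicate 1 miRNA array was the dimmest of the injured, with a 75th percentile of 646.5 against 1145 to 3709 on the others.

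**Figure D1:**
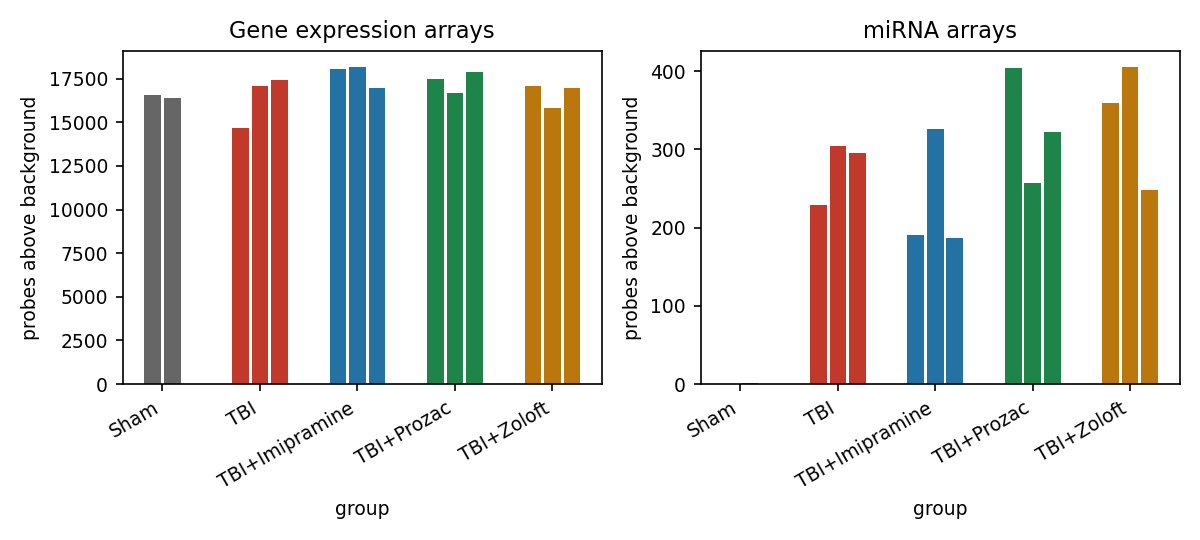
Bars give the number of probes above background on each array (vertical axis, probes) by group (horizontal axis), 1 bar per rat in order of replicate number, for gene expression arrays (left) and miRNA arrays (right). The gene expression bars lie between 14676 and 18196, and the Sham miRNA files hold 0 and 1 probes.

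In both assays the arrays lay on 3 slides. The first held the 3 TBI arrays and TBI+Prozac replicate 1, the second the other 8 drug arrays, and the third the Sham arrays alone. The gene expression slide of the Sham arrays was scanned on another day than the other 2 slides; all miRNA slides were scanned on 1 day. Slide and injury could not be told apart in comparisons with Sham, and drug and slide were linked through 1 array only.

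Many gene expression probes differed between TBI and Sham. In limma's test 2879 of 17322 probes passed the adjusted threshold, 1438 higher and 1441 lower after TBI. Quantile normalization moved this number most among the scalings, to 4467, and leaving out Sham replicate 1 lowered it to 1268. The methods' t-test counted 3031 probes at its unadjusted threshold and 0 after Benjamini-Hochberg adjustment.

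Among genes past the threshold, without overlap between groups and above background on all arrays of both, the largest differences upward were in Serpina3n, Timp1, Hspb1, H19 and Tubb6. Timp1, an inhibitor of metalloproteinases, rose from -2.57 ± 0.82 in Sham to 2.48 ± 0.16 in TBI, a log2 fold change of 5.04 with a standard error of 0.38 (limma adjusted p = 2.8e-05). The others had log2 fold changes from 4.75 for Tubb6 (SE 0.25, limma adjusted p = 3.6e-06) to 5.82 for Serpina3n (SE 1.11, limma adjusted p = 0.0049). Serpina3n varied most between rats, with an SD of 2.1 in TBI and 1.6 in Sham. By the same rule the largest downward were in Cox6c-ps1, Rpl17l5, Tex19.2, Grb14 and Or13p4, with log2 fold changes between -2.18 and -1.89 and limma adjusted p between 4.6e-05 and 0.0069. Every TBI array lay beyond every Sham array for each of these 10 genes, by the rule that chose them. Ccl7, Igsf7 l1 and Slpi were above background in all TBI arrays and in neither Sham array, and were at least 44.3-fold, 36.9-fold and 20.5-fold higher after TBI on the processed signal. These bounds do not carry over to normexp with its offset, which compresses dim signals and gave log2 differences of 3.55, 3.11 and 2.49.

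The list of 15 injury markers rose as a whole after TBI, with a median log2 fold change of 3.09 and a mean of 3.74, and all 15 probes were higher (fry adjusted p = 3.28e-05). It also passed under camera with an estimated correlation (adjusted p = 0.0441). Serpina3n and Timp1 are members of this list. The blood list (6 of 7 genes measured, median -0.17, fry adjusted p = 0.923) and the choroid plexus list (3 of 8 measured, median 0.0982, fry adjusted p = 0.923) did not pass. Of the 17 genes the study named, 14 were measured and their list did not pass as a whole (median 0.0818, mean 0.122, fry adjusted p = 0.708). Of the 14, Capn2 and Itgam passed over all probes: Capn2 rose by 0.89 (SE 0.17, limma adjusted p = 0.0046) and Itgam by 1.05 (SE 0.28, limma adjusted p = 0.025), each without overlap between groups. Adjusted over the list alone, Gria3 passed too, at -0.47 (adjusted p = 0.039, against 0.051 over all probes); since the study chose these genes, in part on other samples, that is not independent evidence. Over all probes Gria3 passed under quantile normalization (limma adjusted p = 0.011), with the series-table values (0.0056) and with probes above background on all arrays (0.048). It also passed with the slide as a random block (0.032). It did not pass under normexp (0.072), with the replicate block (0.077) or with outlier-flagged spots kept (0.051). Its adjusted p reached 0.13 with no filter on dim probes. Itgam no longer passed under normexp, at 0.46 (limma adjusted p = 0.13), or with no filter on dim probes, at 1.05 (0.058).

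Drug treatment was then compared with TBI alone. TBI+Imipramine differed from TBI at 494 probes, 489 of them higher, TBI+Prozac at 1 probe, and TBI+Zoloft at 239 probes, 201 higher and 38 lower. At an unadjusted p under 0.05 the numbers were 3417, 1742 and 2635. These numbers depended on the scaling and on the slide. The median of all probes was itself shifted by 0.199 for imipramine and 0.146 for Prozac, and by 0.0146 for Zoloft. Under quantile normalization, which removes that shift, the numbers were 50 for imipramine (44 higher and 6 lower, 88% against 99% higher), 0 for Prozac and 803 for Zoloft (469 higher and 334 lower, 58.4% against 84.1% higher). With no filter on dim probes TBI+Imipramine vs. TBI gave 216 higher and 67 lower (76.3% higher). With the slide as a block, the numbers were 2, 7 and 1, none of the 2 for imipramine and of the 1 for Zoloft being among the probes called without it. Leaving out TBI+Imipramine replicate 2 left 13 probes, leaving out TBI+Zoloft replicate 3 left 1 probe, and leaving out TBI+Prozac replicate 1, the array on the TBI slide, raised the Prozac number to 121.

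By the same rule the genes named for imipramine were Msr1, Cox6c-ps1 and Rpl17l5. Ttr differed by more, 3.02, and did not pass (limma adjusted p = 0.54). The macrophage scavenger receptor Msr1 rose from -4.31 ± 0.56 to -2.26 ± 0.34, by 2.05 on the log2 scale (SE 0.27, limma adjusted p = 0.0069) or 1.85 relative to the median of all probes. Cox6c-ps1, at 1.71 or 1.51 relative to that median, and Rpl17l5, at 1.62 or 1.42, also differed between Zoloft and TBI, at 1.88 and 1.47, and were among the genes lowest in TBI relative to Sham. With the slide as a block the Cox6c-ps1 differences were 0.10 and 0.27 (limma adjusted p = 0.97 and 1), and those of Rpl17l5 1.09 and 0.95. Msr1 differed by 2.46 in that fit, where its SE was 0.48 (limma adjusted p = 0.39). Ctbs fell by 1.63 after Zoloft (SE 0.32, limma adjusted p = 0.033). Of genes above background in 1 group alone, Sptb was at least 2.95-fold lower after imipramine, and Klra17 at least 2.45-fold higher. After Zoloft Hes1 and Lce1e were at least 2.04-fold and 1.91-fold higher. Dpep2 was higher after imipramine and Lrp12 lower after Zoloft, and no lower bound is given for either, since the differences fell to 1.25 for Dpep2 and -0.97 for Lrp12 with the series-table values. The bounds given do not carry over to the fit with the slide as a block for Lce1e, or for any of these genes to normexp, where the log2 differences were -0.84, 0.59 and 0.70 for Sptb, Dpep2 and Klra17 and -0.23, 0.76 and 0.55 for Lrp12, Hes1 and Lce1e, with Lrp12 and Lce1e no longer passing (limma adjusted p = 0.34 and 0.075). The single probe after Prozac was Ppp1r14bl, at least 2.37-fold higher on the processed signal (limma adjusted p = 0.026). It did not pass under normexp, at 0.52 (limma adjusted p = 0.58), under quantile normalization (0.068) or with the replicate block (0.17). It passed with the series-table values, at 1.54 (0.024), and with the slide as a block, at 2.07 (0.016). In the latter fit 1 Prozac array links drug and TBI. Under quantile normalization Cox6c-ps1, Sptb, Dpep2 and Klra17 did not pass for imipramine (limma adjusted p = 0.12, 0.066, 0.15 and 0.068), nor with the series-table values (0.11, 0.069, 0.11 and 0.081), while the genes named for Zoloft passed under both. With no filter on dim probes Cox6c-ps1, Dpep2 and Klra17 did not pass for imipramine, nor did the genes named for Zoloft other than Rpl17l5. No named gene of the imipramine or Zoloft comparisons passed with the slide as a block, where the SE of each was larger. The fitted differences fell to 1.1 for Dpep2 (from 1.57) and 0.46 for Lce1e (from 1.68), were 2.26 for Klra17 (from 2.39) and -1.18 for Lrp12 (from -1.17), and grew to -6.26 for Sptb (from -3.54), 3.26 for Hes1 (from 2.61) and -1.94 for Ctbs (from -1.63). Neither the injury list nor the blood, choroid plexus or study list passed fry for any drug vs. TBI (smallest adjusted p = 0.401, 0.748 and 0.657 for imipramine, Prozac and Zoloft). The injury list passed camera with the preset correlation for Prozac (adjusted p = 0.000125, median -0.112), but not with an estimated correlation (adjusted p = 0.542). For Zoloft the injury list had a median of 0.123 and a mean of -0.00353, and for the study list the median was -0.0609 and the mean 0.0299; fry and camera gave both lists the direction down. The choroid plexus list had medians of 2.93 after imipramine, -0.00853 after Prozac and 2.26 after Zoloft. Camera, which sets a list against the other probes, gave the blood and study lists after imipramine and Prozac the opposite direction to their medians. Of the study's genes none passed over all probes in a drug vs. TBI comparison; adjusted over the list alone, Gria1, at 0.61, and Itgam, at 0.97, passed for Prozac, both at 0.03, with the median of all probes at 0.146.

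All drug groups differed from Sham. The numbers were 4046 probes for TBI+Imipramine (84.6% higher), 2579 for TBI+Prozac (78.8% higher) and 1031 for TBI+Zoloft (69.8% higher). Under quantile normalization they were 5198 (48.9% higher), 3267 (51.8% higher) and 2178 (54.1% higher). The median of all probes was shifted by 0.183, 0.143 and 0.00251. Relative to it, Serpina3n was higher by 5.95, 5.02 and 5.99 and Timp1 by 5.09, 4.58 and 4.93. Tubb6 completed the named genes for imipramine, at 4.93, and Prozac, at 4.45, and Hspb1 for Zoloft, at 5.13. These genes passed in limma's test with adjusted p from 7.6e-07 to 0.011. Leaving out Sham replicate 1 lowered the Prozac number to 711 and the Zoloft number to 232.

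The injury-axis score asks whether the profile of a treated rat lay nearer Sham (0) or TBI (1) over all kept gene expression probes. Scores of TBI rats ran from 0.94 to 1.07. The mean was 1.06 ± 0.0995 for TBI+Imipramine (two-sided exact permutation p = 0.4), 0.937 ± 0.12 for TBI+Prozac (exact permutation p = 0.5) and 0.783 ± 0.0389 for TBI+Zoloft (exact permutation p = 0.1). The last is the smallest p that 3 rats against 3 can give, so that none could pass 0.05. The 3 Zoloft scores, from 0.74 to 0.815, lay below every TBI score and were nearer TBI than Sham. All TBI arrays lay on 1 slide and all Zoloft arrays on another, so that this difference may be of slide or of drug. TBI+Prozac replicate 1, on the TBI slide, scored 1.05, and replicates 2 and 3, on the Zoloft slide, 0.81 and 0.953. The imipramine arrays, also on the Zoloft slide, scored 1.1, 1.14 and 0.951. On the miRNA arrays, over 265 probes of the series table, TBI scores ran from 0.909 to 1.07. The mean was 1.36 ± 0.66 for TBI+Imipramine (exact permutation p = 0.6), with 2.11 in replicate 1, 0.536 ± 0.372 for TBI+Prozac (exact permutation p = 0.2) and 0.581 ± 0.206 for TBI+Zoloft (exact permutation p = 0.1). These miRNA scores moved far with the filter: over all 1806 probes they were 0.265, 0.149 and -0.098.

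**Figure D2:**
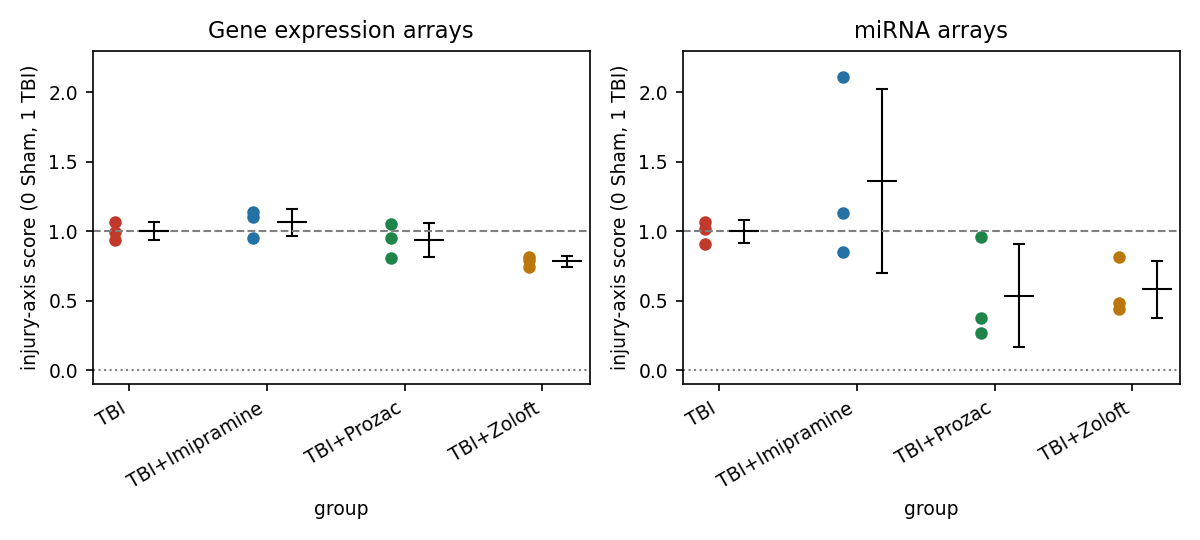
Points give the injury-axis score of each rat (vertical axis, no unit, 0 at Sham and 1 at TBI, dotted and dashed lines) by group (horizontal axis), with the mean and SD of 3 rats beside them, for gene expression (left) and miRNA (right). The Zoloft gene expression scores, from 0.74 to 0.815, lie below those of TBI, whose arrays lay on another slide, and the miRNA score of 1 imipramine rat is 2.11.

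The 3 drugs were also compared with each other. In limma's F test 551 gene expression probes differed among them, against 104 under quantile normalization, 182 with the slide as a block and 11 without TBI+Zoloft replicate 2. No miRNA probe did in limma's F test (39 at an unadjusted p under 0.05), and 2 did with the slide as a block. Leaving out TBI+Imipramine replicate 2 gave 194 miRNA probes, and leaving out TBI+Imipramine replicate 3, TBI+Prozac replicate 1 or TBI+Zoloft replicate 3 gave 2 each. The other alternatives and replicates left out gave 0. The differences of 2 drugs from TBI, with a different TBI array on each side, correlated across gene expression probes at 0.0942 on average (SD 0.131 over 18 terms, lowest -0.156, highest 0.358), and the highest of 100 simulated sets with no effect gave 0.019. With the same TBI arrays on both sides the correlation was 0.45, and simulated sets gave 0.50. For miRNA the values were 0.27 (SD 0.254 over 18 terms) against a highest simulated value of 0.15, and 0.529 with shared TBI arrays against 0.50 simulated. All TBI arrays came from 1 slide, so that different TBI arrays do not remove what that slide shares. Leaving out TBI replicate 2 lowered the values to 0.0173 and 0.129, below the highest simulated values for the full set, which was not simulated again without that array. The simulated sets drew every probe of every array independently, so that they hold no variation shared across probes. Their highest values are therefore no bound on what chance could give on these arrays. Probes are not independent replicates, and no p-value is given for these correlations.

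Of 265 miRNA probes, 6 passed for TBI vs. Sham in limma's test, all higher after TBI, and they stood for 4 miRNAs. By the rule for named miRNAs the first was miR-21-5p, which rose from 1.26 ± 0.28 to 2.66 ± 0.36 on the log2 scale of the series table, by 1.40 (SE 0.21, limma adjusted p = 0.0077). miR-20a-5p rose by 0.67, miR-19b-3p by 0.64 and miR-27a-3p by 0.54, with limma adjusted p from 0.012 to 0.024 and no overlap between groups. The other probes of miR-21-5p and miR-20a-5p also passed, at 1.26 and 0.669. Those of miR-19b-3p and miR-27a-3p did not pass, at 0.149 and 0.275 (limma adjusted p = 0.721 and 0.455). At an unadjusted p under 0.05 there were 25 probes, and the methods' t-test counted 21 on the same values and 0 after Benjamini-Hochberg adjustment. Quantile normalization of the series-table values gave 38 probes, 35 of them lower, and miR-20a-5p changed sign, to -1.12; the median of all 265 probes then lay at -0.45, against 0.0695. Without Sham replicate 1 no probe passed. Leukocyte miRNAs (1 of 2 measured, miR-142, 2 probes) were higher after TBI, with a median of 1.05 (fry adjusted p = 0.0147, camera with an estimated correlation 0.119). Both probes read 1 miRNA, miR-142-3p, so that the list test does not speak for leukocyte miRNAs as a set. The probes rose by 0.598 and 1.5, and neither passed alone (limma adjusted p = 0.531 and 0.0803). Blood miRNAs (1 of 3 measured, median 0.185, fry adjusted p = 0.919) and the miRNAs the study named (5 of 6 measured, median 0.0809, mean 0.0134, fry adjusted p = 0.919) did not pass, and camera gave the study's miRNAs the opposite direction to their median. None of those 5 passed over all probes: miR-212-3p changed by 0.08 (SE 0.55), miR-132-3p by 0.26 (SE 0.14), miR-124-3p by 0.08 (SE 0.11), miR-16-5p by 0.15 (SE 0.12) and miR-9a-5p by -0.40 (SE 0.12). For miR-9a-5p the limma adjusted p was 0.16, and 0.035 when adjusted over the list alone, which is not independent evidence either.

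Few miRNA probes differed between a drug and TBI in the scanner files. There was 1 for TBI+Imipramine, 0 for TBI+Prozac and 2 for TBI+Zoloft, all higher (4, 0 and 8 at an unadjusted p under 0.05). The 3 calls were probes of 1 miRNA, miR-204-5p, which fell outside the rule for named genes because groups overlapped and is named here after its values were seen. Its probe with the lower signal rose by 1.94 after imipramine and by 2.24 after Zoloft (SE 0.49 in both, limma adjusted p = 0.018 and 0.0012). The other probe rose by 1.52 (limma adjusted p = 0.24) and 1.74 (limma adjusted p = 0.047). The fit also gave miR-135a-5p and miR-9a-5p an SE of 0.49, so that this SE does not reflect the spread of a single probe. The probe with the lower signal was at -0.0018, 1.7 and -3.38 in TBI+Imipramine replicates 1, 2 and 3. In TBI+Zoloft replicates 1, 2 and 3 it was at 0.558, 1.47 and -2.82. The scaling shifted the median of all probes by -0.444, 0.368 and 0.408 in the 3 comparisons, and relative to it the first probe rose by 2.38 and 1.83. After Prozac the smallest p belonged to miR-204-5p, miR-135a-5p and miR-9a-5p, at 0.58, 0.44 and 0.38 relative to the median, all with a limma adjusted p of 0.77. With the slide as a block the numbers were 5, 2 and 5, and miR-204-5p passed after Prozac, at 2.76 (limma adjusted p = 0.011). Without TBI+Prozac replicate 1 and with no block its change after Prozac was 0.04. With the 75th percentile over probes above background on all arrays, TBI+Imipramine vs. TBI gave 56 probes, 53 of them lower, and TBI+Zoloft vs. TBI gave 0. None of these 56 was among the probes called under the first scaling. None of the study's miRNAs passed in any of the 3 comparisons, and the lists did not pass fry (smallest adjusted p = 0.418); blood miRNAs passed camera with the preset correlation for Prozac (adjusted p = 0.00101, median -0.038), and not with an estimated correlation (0.0902).

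Ttr, which encodes transthyretin and was in the choroid plexus list, varied between rats of 1 group on the gene expression arrays. It ranged over rats from -2.63 to 6.69 on the log2 scale, and by 5.51 to 9.07 within each group. It was 4.86 in Sham replicate 2, 4.83 in TBI replicate 3, 6.63 and 6.69 in TBI+Imipramine replicates 1 and 2, 6.44 in TBI+Prozac replicate 1 and 6.11 and 6.65 in TBI+Zoloft replicates 1 and 2. In every other rat it was 0.897 or lower. The mean of both miR-204-5p probes was 0.659 and 2.31 in TBI+Imipramine replicates 1 and 2, 1.11 in TBI+Prozac replicate 1, 1.23 and 2.12 in TBI+Zoloft replicates 1 and 2, and -0.861 or lower in the other 7 injured rats. In each of the 5 groups the rat with the highest Ttr had the highest miR-204-5p, in the series table for Sham.

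**Figure D3:**
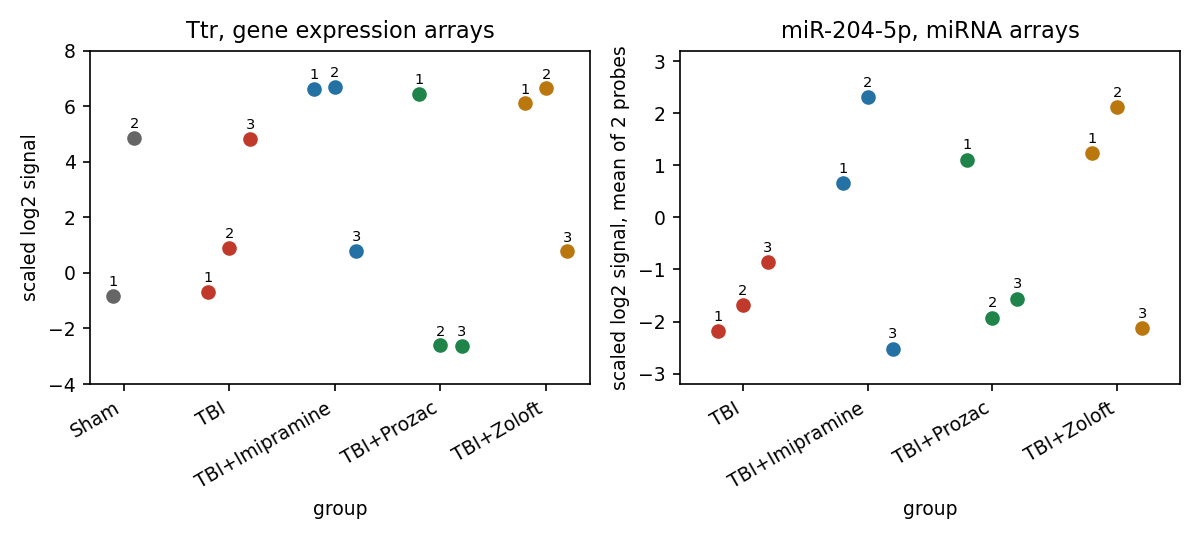
Points give the scaled log2 signal (vertical axis) of Ttr on the gene expression array (left) and the mean of the miR-204-5p probes on the miRNA array (right) of each rat, by group (horizontal axis), with the replicate number above each point; Sham miRNA files could not be scaled. In each injured group the rat with the highest Ttr has the highest miR-204-5p, from 4.83 and -0.861 in TBI to 6.69 and 2.31 in TBI+Imipramine.

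Relative to Sham, in the series table, 10 miRNA probes were higher in TBI+Imipramine, 6 in TBI+Prozac and 2 in TBI+Zoloft, and none was lower. By the rule for named miRNAs miR-21-5p came first in all 3, at 1.94, 1.41 and 1.28 (limma adjusted p = 0.00064, 0.0077 and 0.035). The others named were miR-142-3p, at 1.34, and miR-20a-5p, at 0.61, for imipramine, whose other probes gave 1.74 and 0.72, and miR-20a-5p, at 0.69, and miR-19b-3p, at 0.55, for Prozac. For Prozac the other probe of miR-20a-5p gave 0.687. That of miR-19b-3p gave 0.312 for Prozac and did not pass (limma adjusted p = 0.668). Without Sham replicate 1 the numbers were 3, 0 and 0.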

Values the study reported

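The study reported that the antidepressants were given at 10 mg/kg, 1 h after injury, with 3 rats per group. Its miRNA heatmap of these groups held 72 probes, each past a 1.2-fold change and p<0.05 in 1 or more of 7 comparisons. Values there were set against the median of the 14 samples.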

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

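The fit without the Sham arrays, the slide as a random block, outlier-flagged spots kept and the miRNA filter on the series-table floor were chosen only after the results were seen. In the next sentences, numbers of gene expression probes past the adjusted threshold are set beside those of the report, and differences by over 1.5 times are given. The causes of the changes were not tested unless a cause is stated.

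Under quantile normalization TBI vs. Sham gave 4467 probes, TBI+Imipramine vs. TBI 50, TBI+Prozac vs. TBI 0 (1066 at an unadjusted p under 0.05), TBI+Zoloft vs. TBI 803, TBI+Zoloft vs. Sham 2178, and the F test among drugs 104. The series-table values, which are scaled in another way, gave 4392, 56, 2, 805, 2074 and 81 for the same comparisons. Of the probes called in the report, 2844 of 2879 for TBI vs. Sham, 46 of 494 for imipramine vs. TBI and 235 of 239 for Zoloft vs. TBI were called under quantile normalization too. The share of higher calls moved by over 10 percentage points under quantile normalization for TBI+Imipramine vs. TBI (88% against 99%), TBI+Zoloft vs. TBI (58.4% against 84.1%), and TBI+Imipramine, TBI+Prozac and TBI+Zoloft vs. Sham (48.9%, 51.8% and 54.1% against 84.6%, 78.8% and 69.8%). The series-table values gave 62.4% for TBI+Zoloft vs. TBI and 46.1%, 43.4% and 55.3% for the 3 drugs vs. Sham. Under normexp TBI vs. Sham gave 37.8% higher against 49.9%, TBI+Imipramine vs. Sham 71.3% and TBI+Prozac vs. Sham 59.1%.

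Normexp gave 0 probes for TBI+Prozac vs. TBI (1120 unadjusted), 683 for TBI+Zoloft vs. Sham and 65 in the F test. Under normexp Creb1 changed sign for TBI vs. Sham, to -0.31, and Gria1 to -0.01; neither passed the threshold in the report or under normexp. Creb1 passed under quantile normalization, at 0.34 (limma adjusted p = 0.048, against 0.067 to 0.33 under the other alternatives that kept its probe, replicates left out aside). Gria3 passed under quantile normalization, with the series-table values and with probes above background on all arrays. It also passed with the slide as a random block and without TBI replicate 3. With no filter on dim probes, where 30367 probes were tested, TBI vs. Sham gave 1916, imipramine vs. TBI 283 (76.3% higher against 99%), Prozac vs. TBI 2, Zoloft vs. TBI 22, Prozac vs. Sham 1504, Zoloft vs. Sham 520 and the F test 11. With probes above background on all arrays, Prozac vs. TBI gave 0 (1355 unadjusted) and no other number moved by over 1.5 times. The fit without the Sham arrays gave 157 for Zoloft vs. TBI and 357 in the F test. With outlier-flagged spots kept, no gene expression number, score or similarity moved beyond these limits. The slide as a random block, with an estimated correlation of -0.058, gave 3504 probes for TBI vs. Sham. Since Sham lies alone on its slide, this fit does not test the slide for comparisons with Sham.

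With the slide as a block TBI+Imipramine vs. TBI gave 2 gene expression probes, TBI+Prozac vs. TBI 7, TBI+Zoloft vs. TBI 1 and the F test 182. The comparison of TBI with the drugs then rests on 1 Prozac array on the TBI slide, which raises the standard errors by construction, so that calls lost there are not evidence that a difference is absent. In the same fit for miRNA the numbers were 5, 2, 5 and 2. A slide term could not be fitted for comparisons with Sham.

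The methods' t-test at its unadjusted threshold counted 2440 probes for TBI+Imipramine vs. TBI, 1093 for TBI+Prozac vs. TBI, 1407 for TBI+Zoloft vs. TBI, 4139 for TBI+Prozac vs. Sham and 2280 for TBI+Zoloft vs. Sham. After Benjamini-Hochberg adjustment it counted 0 for TBI vs. Sham, 27, 1 and 0 for imipramine, Prozac and Zoloft vs. TBI, and 1091, 1 and 0 for the same drugs vs. Sham. On miRNA it counted 21 for TBI vs. Sham, 8 for Prozac vs. TBI, 4 for Zoloft vs. TBI, 10 for Prozac vs. Sham and 9 for Zoloft vs. Sham unadjusted, and 0 in all 7 comparisons of the 265 kept probes after adjustment. On the series-table values of the 470 probes above the floor in all replicates of 1 group, it counted 7 for TBI vs. Sham, 34, 30 and 55 for imipramine, Prozac and Zoloft vs. TBI, and 0 for each drug vs. Sham after adjustment (14, 11 and 14 unadjusted).

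The replicate numbers did not pair the samples. Deviations from the group means correlated across probes at -0.013 on average for arrays with the same number and 0.0064 for other arrays of gene expression, and at -0.03 and 0.0079 for miRNA. With the replicate block TBI+Prozac vs. TBI gave 0 gene expression probes (1535 unadjusted), TBI+Zoloft vs. Sham 647 and the F test 103, and for miRNA TBI+Zoloft vs. TBI gave 1 and TBI+Zoloft vs. Sham 0 (10 unadjusted). The other numbers with the replicate block lay within 1.5 times.

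For miRNA, TBI+Imipramine vs. TBI gave 18 probes under quantile normalization (2 higher and 16 lower), 56 with the percentile over probes above background on all arrays, 16 with the series-table values (6 higher and 10 lower), 9 with the percentile over all probes, and 0 with no filter (3 unadjusted) and with total signal per miRNA (52 unadjusted). TBI+Zoloft vs. TBI gave 8 with the percentile over all probes and 1 with the lower floor and with outlier-flagged spots kept. It gave 0 under quantile normalization (30 unadjusted), with the percentile over probes above background on all arrays (35), with the series-table values (28), with no filter (6) and with total signal (0). TBI+Prozac vs. TBI gave 1 with the percentile over all probes, a probe of miR-204-5p, and 0 under the other scalings and filters.

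Relative to Sham, quantile normalization gave 38 miRNA probes for TBI (3 higher and 35 lower), 2 for imipramine, and 0 for Prozac and Zoloft (3 and 4 unadjusted). With no filter the numbers were 44, 2, 0 and 0 (36 and 26 unadjusted for the last pair), and with the filter on the series-table floor TBI gave 58, Prozac 2 and Zoloft 0 (12 unadjusted). Under quantile normalization miR-20a-5p changed sign for TBI vs. Sham, to -1.12, and for TBI+Imipramine vs. Sham, to -0.26, and miR-212-3p for TBI vs. Sham, to -0.66. Normexp, the other percentiles, the lower floor, total signal and the slide term were not run for miRNA comparisons with Sham, since the Sham scanner files had 0 and 1 probes above background. Signal over background thus limits all miRNA statements about Sham.

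The gene expression score of TBI+Zoloft was 0.742 under normexp and 0.737 under quantile normalization, against 0.783. The miRNA scores of TBI+Imipramine, TBI+Prozac and TBI+Zoloft were 0.265, 0.149 and -0.098 with no filter and 0.228, 0.101 and 0.00386 with the filter on the series-table floor. Under quantile normalization the imipramine score was 0.335 and the Zoloft score -0.0808. The similarity of drugs moved by less than its spread under the alternatives run, other than leaving out replicates. For TBI vs. Sham camera with the preset correlation gave 1 list per assay, as fry did. For TBI+Prozac vs. TBI fry gave none, and camera gave the injury list (adjusted p = 0.000125) and the blood miRNAs (0.00101).

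Leaving out each replicate in turn used the spread pooled over all groups, so that a lone Sham array was assumed to vary like the others. For gene expression this gave from 1268 to 2982 probes for TBI vs. Sham, from 2022 to 4037, 711 to 2242 and 232 to 955 for imipramine, Prozac and Zoloft vs. Sham, and from 13 to 482, 0 to 121 and 1 to 231 for the same drugs vs. TBI. The F test gave from 11 to 804. Scores ran from 0.957 to 1.18, 0.848 to 1.05 and 0.72 to 0.87, and the similarity from 0.0173, without TBI replicate 2, to 0.164. For miRNA the numbers ran from 0 to 6 for TBI vs. Sham, 3 to 11, 0 to 5 and 0 to 0 for the drugs vs. Sham, 0 to 5, 0 to 0 and 0 to 5 vs. TBI, and 0 to 194 in the F test. The miRNA scores ran from 0.988 to 1.81, 0.323 to 0.668 and 0.463 to 0.777, and the similarity from 0.129 to 0.366. For TBI vs. Sham Akt2 ran from -0.22 to 0.17, Gria1 from -0.13 to 0.30 and miR-212-3p from -0.01 to 0.13, so that their signs changed; none passed in the report.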

Other observations

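The tests of slide, scaling, bright spots, RNA quality, other scans and choroid plexus were chosen only after the results were seen, and the counts of other splits of the samples were planned.

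At 907 gene expression probes the 3 TBI arrays lay apart from all Sham, imipramine and Zoloft arrays, with TBI lower at 895 and higher at 12. Without a limit on size there were 926 probes, where 209 (1.21%) would be expected by chance. With the limit, 2 of 100 drawn trios of the 11 arrays gave as many as the 907 probes of the real trio. The median drawn trio gave 92 probes and the highest 1600, and the real trio was not kept out of the draw. A pattern with TBI set apart in this way would be read as injury changes undone by the drugs. The slide is another candidate explanation, since the TBI slide held 1 other array, TBI+Prozac replicate 1. On a scale with 0 at TBI and 1 at the other arrays, that array had a median position of 0.29, and TBI+Prozac replicates 2 and 3 on another slide 0.61 and 0.83. Under quantile normalization the positions were 0.063, 0.63 and 0.67, over 888 probes with TBI lower at 693. The values are in line with a slide effect in part of this pattern. A single array decides the test, a difference between rats treated with Prozac remains open, and an effect of imipramine and Zoloft also remains open and was not tested apart from the slide.

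The number of probes that differed between TBI+Imipramine and TBI was 494, with 489 higher, and it was 50 under quantile normalization. The 75th percentile was taken over a set of probes that changed from array to array, from 14676 probes on TBI replicate 1 to 18196 on TBI+Imipramine replicate 2. The scaling may therefore account for most of the 494. Quantile normalization would also remove a real shift of most probes in 1 direction, which stays open.

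The similarity of the drugs, 0.0942 for gene expression, lay above the highest simulated value of 0.019, but without TBI replicate 2 it was 0.0173. The simulated sets had independent probes, so that their highest value is no bound on chance. Taken apart, TBI+Prozac replicate 1 on the TBI slide had a mean correlation of -0.038 with the other drugs, TBI+Prozac replicates 2 and 3 had 0.072 and 0.12, and imipramine with Zoloft, all on the second slide, had 0.16. This is consistent with a slide shared by the drug arrays as a source of the similarity. A shared drug effect was not tested apart from the slide, and 1 array again decides.

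Other splits of the same arrays were refitted. Of the 10 splits of 3 against 3, 1 gave as many gene expression probes as the real split for imipramine vs. TBI, 5 for Prozac vs. TBI and 1 for Zoloft vs. TBI, the real split included. With 10 splits chance cannot be excluded at 0.05. The splits for imipramine and Zoloft other than the real one gave 0 probes, but the real split follows the slides, and with the slide as a block, at larger standard errors, 2 and 1 probes passed. Of 100 drawn splits of the 9 drug arrays 3 gave as many as the 551 probes of the F test, the real one included. The other splits with as many gave 809 and 735, kept the Zoloft arrays together and mixed imipramine with Prozac arrays. This low share was not adjusted for the other split tests. The 551 also fell to 104 under quantile normalization and to 11 without TBI+Zoloft replicate 2, so that chance is not excluded. For miRNA 4, 10 and 4 of 10 splits gave as many as the real split for imipramine, Prozac and Zoloft vs. TBI, and 100 of 100 in the F test, where the real split gave 0 and other splits up to 252.

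The Sham gene expression arrays lay on a slide of their own, scanned on another day, with 0 arrays of another group. For the 2879 probes as a set, injury and slide cannot be told apart. The rise of the injury list argues against the slide as the whole cause for these 15 genes: its median of 3.09 lay above 100% of 10000 random lists at the same level, of which the highest had 0.458. The list was fixed beforehand.

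The near-blank miRNA files of the Sham rats had 0 and 1 probes above background. Poor RNA would lower the gene expression arrays of the same rats too, and the lower of the Sham numbers there was 16412, within the range of the injured rats. The series-table columns of these rats correlated at -0.16 and -0.091 across probes with their own files and at 0.90 to 0.99 with files of injured rats. A candidate explanation is that the series-table columns came from scans other than these files. The comparisons of miRNA with Sham rest on those columns.

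By the methods' t-test on the series-table miRNA values, with 470 probes above the floor in all replicates of 1 group, 160 probes were called in at least 1 of 7 comparisons at the unadjusted threshold. After Benjamini-Hochberg adjustment 34, 30 and 55 passed for imipramine, Prozac and Zoloft vs. TBI. The union here was 160 probes. That is higher than the value quoted from the study above. The study kept miRNAs above background throughout a group, and the filter here was the series-table floor. The 2 numbers therefore need not rest on the same probes. After imipramine, Prozac and Zoloft 83, 73 and 84 probes were lower than in TBI, which is 114 probes in all. Of these, 18.4% had most of their spots above background on all 3 TBI files, against 57.7% of the probes called in no comparison, and 85 of the 114 had this on no TBI file. The median probe of the 114 had 25% of its spots above background on a TBI file, and 50% of those spots carried an outlier flag. TBI arrays had 712, 767 and 1016 probes above the series-table floor and the others from 391 to 676. Single bright spots on the TBI arrays may therefore account for many of these decreases. On the 265 probes kept from the scanner flags, 19, 3 and 2 probes were lower, and a biological decrease at these was not excluded.

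Ttr differed between rats of 1 group by up to 9.07 on the log2 scale, and by 639-fold between the highest and lowest rat. In 5 of 5 groups the array with the highest Ttr also had the highest median of the 7 other choroid plexus genes (exact p = 0.0062, the chance that all groups agree). Of these, Folr1 ran from -5.35 to 0.375 and Aqp1 from -7.41 to -0.973. Of the 8 genes of the list 3 passed the filter on dim probes, and 0 were shared with another list. Choroid plexus carried over in the dissection may explain this. miR-204-5p, which was in no list, was highest in the rat with the highest Ttr in 5 of 5 groups, and followed the same order of rats in 4 groups. Of the 6 rats given imipramine or Zoloft, 4 had a miR-204-5p mean above every TBI rat. The miR-204-5p calls after imipramine and Zoloft are therefore consistent with the same carry-over, while a drug effect on the choroid plexus was not tested.

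The miRNA injury-axis scores below 1 in TBI+Prozac were 0.375 and 0.271 in replicates 2 and 3, and 0.961 in replicate 1, which shared the TBI slide. The imipramine arrays, on the same slide as TBI+Prozac replicates 2 and 3, scored 2.11, 0.848 and 1.13, which a slide that lowers every score alike would not give unless imipramine raised them. Their SD was 0.66. The 2.11 came from replicate 1, the dimmest miRNA array of the injured rats. Without that array the imipramine mean was 0.988, still above the scores of TBI+Prozac replicates 2 and 3. The Zoloft arrays on that slide scored 0.486, 0.44 and 0.817, below every TBI score, which goes with such a slide or with an effect of Zoloft. Treatment and slide cannot be told apart for the Prozac score, since 1 array decides and the scores moved with the filter.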
